A study of Mus musculus with 26 samples. Its data were reported in "Discrimination of cell-intrinsic and environment-dependent effects of natural genetic variation on Kupffer cell epigenomes and transcriptomes" (2023).

How the data were processed

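The data are ATAC-seq libraries of mouse Kupffer cells in 7 groups: A/J control (n = 4), BALB/cJ control (n = 4), C57BL/6J control (n = 4), C57BL/6J LPS (n = 3), BALB/cJ LPS (n = 2), CB6F1/J control (n = 4) and CB6F1/J LPS (n = 5), 26 libraries in all, with groups, dose and time taken from the labels. A figure legend of the paper gives the numbers of C57BL/6J and BALB/cJ LPS libraries the other way round, and the labels were followed. Replicates are taken as separate mice per the labels. Control libraries and LPS libraries carry different library dates in their names, so treatment and date cannot be told apart. The files used were 46 processed files of the series.

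Per the paper's methods, the authors trimmed reads to 30 bp, aligned them with Bowtie2 to genomes of each strain built from mm10, shifted positions to mm10 and made tag directories with HOMER, with versions not given in the sources used here. Reproducible peaks were called by IDR on pairs of libraries and merged over the groups. The authors then counted raw tags in 1000-bp windows centred on the merged peaks. For the inbred strains the deposited table holds counts for the LPS libraries and expected counts in steps of 0.5 tags for the control libraries, where each mate of a pair weighs 0.5 tags (39.7 to 49.7% of values in a control column are not whole). For the hybrid, the authors deposited counts of all tags, of perfectly mapped tags and of perfectly mapped tags that span a variant between the parents (MMARGE), each on both parental genomes. The IDR lists carry a score per peak that the authors set (capped at 1000), and the peak files of single libraries carry a deposited signal, the normalised tag count of HOMER. Neither table was normalised. Per the file headers, the C57BL/6J control libraries were aligned without a shift between genomes, and their columns hold 0 mitochondrial tags. The headers of the C57BL/6J LPS libraries name a shift, although the paper's methods describe it for BALB/cJ and A/J reads only.

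The inbred table has 96381 peaks, of which the 96238 on chromosomes 1 to 19, X and Y were used, and the table of the hybrid has 217456, of which autosomal peaks were used. Values with 0.5 tags were rounded up. Of the inbred peaks, 44095 share part of their counting window with another peak. Peaks of the tables were matched where each covered at least 50% of the other, which gave 78057 pairs. The 30-mers of each peak were looked up in the mm10 sequence, and for the strain difference in the response also those of the counting windows, with at most 1 base changed. At least 50% of the 30-mers were repeated in 1199 peaks (1.25%), and 8 nuclear peaks shared a 30-mer with the mitochondrial genome.

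Differential accessibility was tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood fit) in R 4.3.3. All 17 inbred libraries entered one model with a mean per group, and comparisons were contrasts of it, so that the groups of 2 and 3 libraries share the estimate of spread. Alleles of the hybrid were compared on variant-spanning tags with a term for each animal, and the LPS response of the hybrid on the sum of both alleles. Peaks were tested where the mean normalised count over the libraries compared was above 16 for strain and allele comparisons and above 4 for LPS comparisons, p-values were adjusted by Benjamini-Hochberg within a comparison, and a peak was called at an adjusted p under 0.05 with an absolute log2 ratio over 1, the study's thresholds. The study used DESeq2, which was run here as the alternative (version 1.42.0). A normalised count is the count divided by the effective library size over the geometric mean of these sizes. Where every library of a group has 0 tags, a fold is given only as a lower bound against a floor of 3 counts over the group. Intervals and floors cover counting error only.

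These choices, the gene lists, the rule for named peaks and most alternatives were fixed before the data were examined. A peak was assigned to the gene of the deposited table with the nearest start, which may lie far from it or have another gene between. The rule names, for each comparison, the 8 called peaks with the largest log2 ratios each way that lie within 100 kb of a transcription start and whose groups do not overlap, 1 per gene and without predicted or ribosomal genes. It adds up to 4 genes of each gene list by the called peak with the largest absolute log2 ratio, the peak of highest mean count within 1 kb of the start and the peak of smallest p of each study example, and the 6 cis and 6 trans peaks each way with the smallest strain p. The text uses a part of these peaks. One result for a single peak is not reported here. Peaks of the strain difference outside the chromosome 11 interval, the peaks with mitochondrial sequence and the interval itself were chosen after their values were seen.

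The 18 lists covered Kupffer cell identity (26 genes), LPS-inducible cytokines and chemokines (28), interferon response (28), NF-kB components and feedback regulators (24), TLR4 signalling (19), AP-1, ATF, EGR and MAF factors (24), LXR targets and lipid handling (18), MHC class I (17) and class II (11), Notch, BMP and TGF-beta signalling (20), imprinted genes (26), the study's own examples (14), and markers of monocytes (12), neutrophils (14), lymphocytes (17), sinusoidal endothelial cells (15), hepatocytes (16) and stellate cells (12). Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison, where at least 3 peaks were tested.

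A peak tested between strains and between alleles was classed as cis when called in both in the same direction, as trans when called between strains only, as allele only when called between alleles only, and as opposite when called in both with other signs. A peak was taken to hold a variant when the hybrid had at least 1 allele-specific tag in its 1000-bp counting window. The variant can thus lie outside the 200 bp of the peak, and it can be missed where the hybrid has few tags. Consensus sites of PU.1, AP-1, NF-kB, IRF, C/EBP, LXR, MAF, E-box and CTCF were searched on both strands of the mm10 sequence within 200 bp, with Fisher's exact test against uncalled tested peaks. Overlaps of peak lists used bedtools 2.31.1 at 1 bp, and shares carry Wilson 95% intervals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

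The tests were checked on simulated counts with known changes. In C57BL/6J against BALB/cJ control, 29 of 94 peaks changed 2-fold and 96.7% of those changed 4-fold were called. For the LPS response, 16.3% of 2-fold and 66.3% of 4-fold changes were called in C57BL/6J, and 10.1% and 52.5% in BALB/cJ. For the strain difference in the response these shares were 0 of 100 and 26.3%, for the alleles 41.4% and 100% in control and 34.8% and 100% under LPS, for LPS in the hybrid 3.49% and 39.8%, and for the allele difference in the response 0 of 92 and 17.8%. In a simulation of the classes, cis peaks called between strains were classed as cis in 21 of 44 in control and 19 of 34 under LPS at 2-fold, 71 of 80 and 57 of 60 at 3-fold and 83 of 84 and 71 of 71 at 4-fold, and trans peaks as trans at each fold. A first version of the thinning of inbred counts to the allele depth was faulty and was corrected after its value had been seen.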

Results

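Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in Kupffer cells, the resident macrophages of the liver. The inbred-strain libraries came from untreated A/J (n = 4), BALB/cJ (n = 4) and C57BL/6J (n = 4) mice. Others came from C57BL/6J (n = 3) and BALB/cJ (n = 2) mice 2 h after lipopolysaccharide (LPS). LPS is the bacterial product sensed by TLR4 and was given at 0.1 mg/kg. CB6F1/J mice, the first-generation hybrid of BALB/cJ and C57BL/6J, gave 4 control and 5 LPS libraries, in which both parental alleles share each nucleus. The 17 inbred libraries held 8.77 to 25.4 M tags, apart from 178.3 M in BALB/cJ control replicate 4, and 2.08 to 47.2 M of these lay in the 96238 nuclear peaks. Mitochondrial tags made up 18.6 to 28.7% of tags in peaks in the inbred libraries, except in C57BL/6J control, where they made up 0%. In the hybrid, 262902.5 to 573430.5 autosomal tags per allele and animal spanned a variant between the parents, and the BALB/cJ allele held 48.9 to 49.3% of these tags. Below, log2 ratios are given ± SE, normalised tag counts as mean ± SD over the libraries of a group, and positions as chromosome, start and end in mm10.

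Controls of C57BL/6J and BALB/cJ were compared to find the regulatory regions that differ between these strains without treatment. Peaks near Nlrp1b, Cd74 and Sirpb1b, among others, were open in C57BL/6J and had no tag in any BALB/cJ library, so their folds are lower bounds against 3 counts over the BALB/cJ group. A peak near Nlrp1b, an inflammasome sensor (chr11, 71251417 to 71251617), held 243 ± 24.4 normalised counts in C57BL/6J and was at least 1080.0-fold higher than in BALB/cJ. A peak 496 bp from the start of Cd74, the invariant chain of MHC class II (chr18, 60804245 to 60804445), was at least 456-fold higher, and the promoter of Sirpb1b (chr3, 15575025 to 15575225) at least 340.0-fold. These bounds rest mostly on the deep BALB/cJ replicate 4, and without it they are 205-, 86.2- and 64.3-fold. The paper's BALB/cJ and A/J genomes leave out larger structural variants. Whether a peak without tags is closed, or its sequence is missing or cannot be mapped, was not tested. The same holds for the lower bounds below. Higher in BALB/cJ was a peak near Rsad2, an antiviral gene induced by interferon (chr12, 26438810 to 26439010, log2 -4.60 ± 0.43, 2.29 ± 2.00 against 52.5 ± 7.97). So was a peak 95168 bp from the start of the immediate early gene Ier2 (chr8, 84567584 to 84567784, -2.73 ± 0.27, 17.1 ± 3.41 against 114 ± 24.4).

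Of the 53 tested peaks assigned to MHC class II genes, 17 were higher in C57BL/6J, 1 was lower and 35 did not pass (17 and 1 adjusted over the list alone). Camera, a test of a list against all other peaks, gave adjusted p = 8.34e-11 at the preset correlation and adjusted p = 0.318 with an estimated correlation. The promoter of H2-Eb2 (chr17, 34325229 to 34325429) held 42.6 ± 5.34 against 2.81 ± 2.59 normalised counts. A peak near H2-DMb1 (chr17, 34151086 to 34151286) was higher in BALB/cJ (-4.29 ± 0.66, 1.49 ± 1.09 against 32.6 ± 13.5). Among 135 peaks of LXR targets and lipid handling genes, 10 were higher in BALB/cJ, 1 in C57BL/6J and 124 in neither (1 and 11, in C57BL/6J and BALB/cJ, adjusted over the list alone). Camera gave the list adjusted p = 0.0351, and adjusted p = 0.146 with an estimated correlation. The single C57BL/6J-higher peak lies nearest to Lpl, lipoprotein lipase (chr8, 68837774 to 68837974, log2 6.12 ± 0.66). Interferon response genes had 11 BALB/cJ-higher peaks, 1 C57BL/6J-higher peak and 118 of 130 that did not pass (1 and 11 in C57BL/6J and BALB/cJ adjusted over the list alone). The list as a whole was not called, at a median log2 ratio of 0.01 and a mean of -0.20 (adjusted p = 0.118, and adjusted p = 0.518 with an estimated correlation). A peak near Ifit1 was higher in BALB/cJ (chr19, 34673629 to 34673829, -4.24 ± 0.50) and one near Ifi204 in C57BL/6J (chr1, 173766594 to 173766794, 4.72 ± 0.50).

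Kupffer cell identity genes had 11 C57BL/6J-higher and 7 BALB/cJ-higher peaks of 233 (13 and 7 adjusted over the list alone), with adjusted p = 0.858, and adjusted p = 0.856 with an estimated correlation. Timd4, a receptor for phosphatidylserine, had a peak higher in C57BL/6J (chr11, 46785069 to 46785269, log2 4.30 ± 0.48, 53.2 ± 12.8 against 3.00 ± 2.51), as had the scavenger receptor family member Cd5l (chr3, 87356687 to 87356887, 2.12 ± 0.34). Another list holds genes that the study gave as examples. They were chosen in these strains, so their counts are not independent evidence. These examples had 10 C57BL/6J-higher and 4 BALB/cJ-higher peaks of 84 (11 and 5 adjusted over the list alone). The list test gave adjusted p = 0.0351, and adjusted p = 0.318 with an estimated correlation. Among them, Slc7a2, a cationic amino acid transporter, was higher in C57BL/6J by 3.85 ± 0.32 (chr8, 40851092 to 40851292, 67.0 ± 4.42 against 4.42 ± 2.25) and Irak3, a negative regulator of TLR signalling, by 1.87 ± 0.30 (chr10, 120165931 to 120166131). The remaining lists were not called at the preset correlation (lowest adjusted p = 0.0913). Peaks higher in C57BL/6J and in BALB/cJ numbered 11 and 5 of 290 for AP-1, ATF, EGR and MAF factors, and 7 and 3 of 226 for NF-kB components and feedback regulators (11 and 5, and 6 and 3 adjusted over the list alone). They numbered 3 and 7 of 115 for TLR4 signalling (3 and 10 adjusted over the list alone). The counts were 7 and 5 of 142 for LPS-inducible cytokines and chemokines and 4 and 1 of 39 for MHC class I (8 and 6, and 5 and 1 adjusted over the list alone). For Notch, BMP and TGF-beta signalling they were 7 and 6 of 188 and for imprinted genes 1 and 0 of 54 (7 and 6, and 0 and 0 adjusted over the list alone). For markers of other cells they numbered 6 and 1 of 42 for monocytes, 2 and 1 of 27 for neutrophils and 0 and 0 of 19 for T, B and NK lymphocytes (6 and 1, 2 and 1, and 0 and 0 adjusted over the list alone). There were 1 and 2 of 34 for sinusoidal endothelium and 1 and 0 of 18 for hepatocytes (1 and 3, and 1 and 0 adjusted over the list alone).

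In all, 3819 of 52386 tested peaks differed in edgeR, 1641 higher in C57BL/6J and 2178 in BALB/cJ, and other settings gave 1593 (all columns thinned to the smallest) to 7702 (no minimum count). Of the 3173 called peaks that were also tested between the LPS libraries, 1355 were called in the same direction there (42.7%, Wilson 95% interval 41 to 44.4%), against 72.9 for independent lists. In the opposite direction 21 were called, and this overlap was computed after the data were seen. The 3819 include 54 of the 59 tested peaks of an interval on chromosome 11, 3101961 to 3183527, whose behaviour is described with the LPS response, and 2 of the 8 nuclear peaks that share 30-mers with the mitochondrial genome.

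A/J and BALB/cJ controls were compared with the same question for a second pair of strains. The Nlrp1b peak was open in A/J as well (305 ± 48.7), at least 1360.0-fold above BALB/cJ, or 257-fold without BALB/cJ replicate 4. Most peaks at MHC class II genes were uncalled. Some were higher in A/J, among them the promoter of H2-Ab1 (chr17, 34263110 to 34263310, log2 1.60 ± 0.20, 226 ± 59.5 against 75.8 ± 13.1). So was a peak of H2-Eb1 (chr17, 34312342 to 34312542, 2.80 ± 0.32), and both genes encode chains of class II molecules. The promoter of Mefv, which encodes pyrin (chr16, 3718046 to 3718246), held 0.391 ± 0.783 normalised counts in A/J and 46.8 ± 14.9 in BALB/cJ. Dusp1, a phosphatase that ends MAP kinase signalling (chr17, 26465109 to 26465309), and Abcg1, a cholesterol exporter (chr17, 31077573 to 31077773), each had a peak lower in A/J, with log2 ratios of -2.14 ± 0.29 and -1.60 ± 0.28. Cd300e, one of the study's own examples, had a peak higher in A/J (chr11, 115060763 to 115060963, 3.43 ± 0.51, 37.5 ± 20.1 against 3.18 ± 0.623).

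The MHC class II list had 15 A/J-higher, 1 BALB/cJ-higher and 37 uncalled peaks (17 and 1 adjusted over the list alone). As a set they had adjusted p = 1.77e-14, and adjusted p = 0.178 with an estimated correlation. MHC class I genes had 5 A/J-higher peaks, 0 BALB/cJ-higher and 36 uncalled (5 and 0 adjusted over the list alone). The whole list had adjusted p = 0.00131, and adjusted p = 0.638 with an estimated correlation. H2-K1 had a peak higher in A/J (chr17, 33995686 to 33995886, log2 3.47 ± 0.55). Hepatocyte markers were lower in A/J, with 6 of 16 peaks lower, 2 higher and 8 uncalled (2 and 6 adjusted over the list alone). Their median log2 ratio was -0.92, with adjusted p = 7.42e-11, or adjusted p = 0.000303 with an estimated correlation. An intergenic peak 237980 bp from Cps1, the first enzyme of the urea cycle and the nearest gene (chr1, 67360907 to 67361107), held 1.02 ± 2.04 normalised counts in A/J and 32.2 ± 8.88 in BALB/cJ. Ass1, a later enzyme of that cycle, had a peak higher in A/J (chr2, 31447588 to 31447788, 1.63 ± 0.33). LXR targets and lipid handling genes had 0 A/J-higher, 9 BALB/cJ-higher and 129 uncalled peaks (0 and 11 adjusted over the list alone). Tested with camera, the list had adjusted p = 0.0232, and adjusted p = 0.0921 with an estimated correlation. The stellate cell list, tested on 6 peaks, had 1 higher in A/J and 0 lower (1 and 0 adjusted over the list alone), with adjusted p = 0.0968, and adjusted p = 0.47 with an estimated correlation. In all, 2368 of 51793 tested peaks differed, 815 higher in A/J and 1553 in BALB/cJ, and other settings gave 1122 (thinned) to 3944 (no minimum).

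A/J and C57BL/6J controls were the remaining pair. Promoter accessibility of Ifi44, an interferon-induced gene, was higher in A/J (chr3, 151749903 to 151750103, log2 3.16 ± 0.39, 66.9 ± 29.4 against 6.96 ± 2.02). So was that of H2-D1, a class I heavy chain (chr17, 35262850 to 35263050, 1.35 ± 0.16, 839 ± 147 against 331 ± 53.5). The Cd74 peak was at least 91.8-fold lower in A/J (60.7-fold without its deepest library), and the Timd4 peak was lower as well (log2 -4.34 ± 0.56). Plac8, listed as a monocyte marker (chr5, 100557141 to 100557341), and Cps1, a urea cycle enzyme of hepatocytes (chr1, 67386042 to 67386242, 263115 bp away), were nearest to peaks lower in A/J, with log2 ratios of -2.79 ± 0.35 and -4.27 ± 0.44. By list, A/J-higher, C57BL/6J-higher and uncalled peaks numbered 7, 2 and 122 for interferon response genes (7 and 2 adjusted over the list alone). Camera gave the list adjusted p = 0.0266, and adjusted p = 0.452 with an estimated correlation. They numbered 0, 4 and 14 for hepatocyte markers (1 and 4 adjusted over the list alone). The list test gave adjusted p = 0.00205, and adjusted p = 0.0232 with an estimated correlation. For monocyte markers the numbers were 0, 4 and 34 (0 and 4 adjusted over the list alone). As a set they had adjusted p = 0.0266, and adjusted p = 0.152 with an estimated correlation. In all, 3730 of 52104 tested peaks differed, 1712 higher in A/J and 2018 in C57BL/6J, 53 of them among the 59 tested peaks of the chromosome 11 interval, and other settings gave 1711 (minimum of 32) to 6445 (no minimum).

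**Figure D1:**
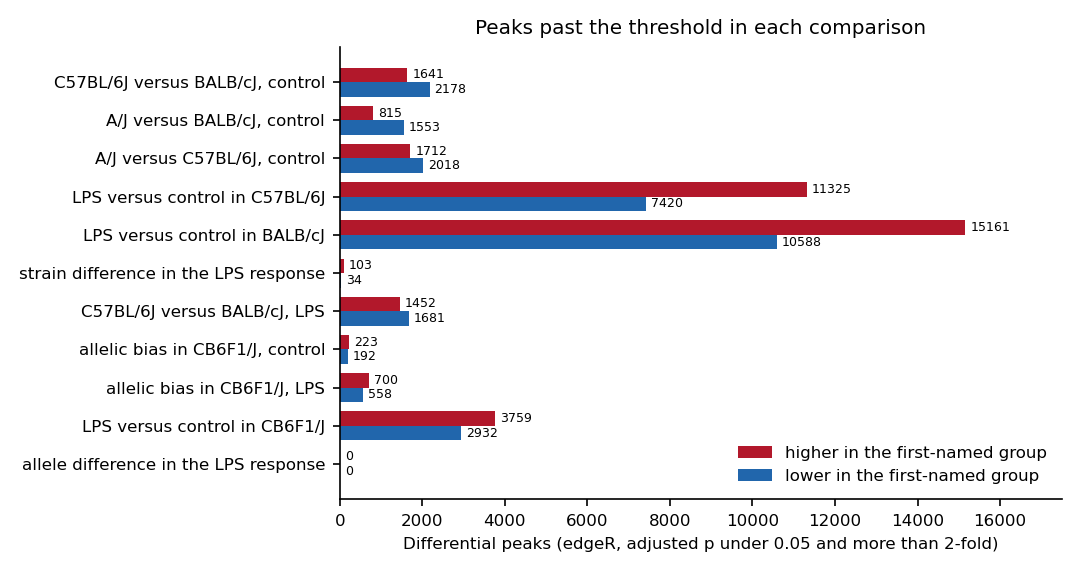
Bars give the number of peaks that passed in each comparison, higher or lower in the first-named group (LPS in the LPS comparisons, the C57BL/6J allele in the allele comparisons, a higher LPS to control ratio in C57BL/6J for the strain difference). The largest counts are 15161 higher and 10588 lower under LPS in BALB/cJ, and the allele difference in the LPS response has 0.

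LPS and control Kupffer cells of C57BL/6J were compared to find the regions that open and close in the acute endotoxin response. Some named peaks near genes of NF-kB feedback, cytokines and interferon response opened from near background, while most peaks of these lists were uncalled. A peak near Tnip1, which restrains NF-kB, went from 2.70 ± 0.372 to 97.7 ± 69.1 normalised counts (chr11, 54936117 to 54936317, log2 5.21 ± 0.55). A peak near the cytokine gene Il27 went from 2.19 ± 1.42 to 46.3 ± 34.7 (chr7, 126603796 to 126603996, 4.58 ± 0.62). Log2 ratios were 4.10 ± 0.60 at a peak near the stress-induced factor Atf3 (chr1, 191189993 to 191190193) and 2.94 ± 0.56 at a peak near Rsad2 (chr12, 26460930 to 26461130). The promoter of the chemokine receptor Cxcr4 closed (chr1, 128592353 to 128592553, -2.14 ± 0.32), as did a peak of H2-M3, a non-classical class I gene (chr17, 37270242 to 37270442, -1.79 ± 0.30).

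Cytokine and chemokine genes had 70 peaks higher under LPS, 7 lower and 189 uncalled in C57BL/6J (74 and 7 adjusted over the list alone). The whole list had adjusted p = 0.00187, and adjusted p = 0.535 with an estimated correlation. Interferon response genes had 64, 17 and 182 (66 and 19 adjusted over the list alone). Tested with camera, the list had adjusted p = 0.0129, and adjusted p = 0.461 with an estimated correlation. MHC class I genes had 1 higher, 12 lower and 54 uncalled (1 and 12 adjusted over the list alone). Camera gave the list adjusted p = 0.0129, and adjusted p = 0.681 with an estimated correlation. AP-1, ATF, EGR and MAF factors had 44, 67 and 329 (46 and 77 adjusted over the list alone). The list test gave adjusted p = 0.0157, and adjusted p = 0.37 with an estimated correlation. Kupffer cell identity genes moved both ways, with 75 higher, 47 lower and 315 uncalled (78 and 50 adjusted over the list alone). Their median log2 ratio was -0.11 against a mean of 0.06, and camera gave the direction lower (adjusted p = 0.888, and adjusted p = 0.878 with an estimated correlation). A peak near Folr2, a folate receptor of Kupffer cells (chr7, 101853904 to 101854104), rose by 4.14 ± 0.68. NF-kB components and feedback regulators had 87 higher, 34 lower and 277 uncalled (91 and 37 adjusted over the list alone) without a call of the list (adjusted p = 0.253, and adjusted p = 0.797 with an estimated correlation).

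In all, 11325 of 91975 tested peaks rose and 7420 fell in C57BL/6J, 18745 together, against 11575 without C57BL/6J LPS replicate 3. Of the 90 tested peaks of the chromosome 11 interval described below, 84 were called, against 39 in BALB/cJ. The C57BL/6J control libraries alone among the inbred ones hold 0 mitochondrial tags and name no shift between genomes. The C57BL/6J LPS libraries name a shift, which the paper's methods describe for BALB/cJ and A/J reads only. Another treatment of the reads of either group may thus add to these calls. With scaling to total counts in place of TMM the median log2 ratio of all peaks moved by 0.107 in C57BL/6J and by 0.125 in BALB/cJ, and the changes are relative to it. The share of calls that rose was 60.4% with TMM and 68.8% with total counts in C57BL/6J, and 58.9% and 66.8% in BALB/cJ. LPS and control libraries also differ in library date, and 6 of the 8 peaks that share 30-mers with the mitochondrial genome were called.

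In BALB/cJ the same comparison gave 15161 peaks higher and 10588 lower of 93363. The Tnip1 peak rose by 8.85 ± 0.73, that of Il27 by 5.43 ± 0.66, that of Atf3 by 4.96 ± 0.63 and that of Rsad2 by 5.85 ± 0.62. A peak near Tlr4, the LPS receptor itself (chr4, 66891683 to 66891883), rose from 2.92 ± 3.53 to 99.9 ± 24.2. The Cxcr4 promoter closed with a log2 ratio of -3.05 ± 0.40. Cytokine and chemokine genes had 82 peaks higher, 19 lower and 160 uncalled (84 and 20 adjusted over the list alone). As a set they had adjusted p = 0.0136, and adjusted p = 0.621 with an estimated correlation. Interferon response genes had 71, 21 and 159 (71 and 23 adjusted over the list alone). The whole list had adjusted p = 0.0245, and adjusted p = 0.499 with an estimated correlation. Monocyte markers had 27, 8 and 54 (27 and 8 adjusted over the list alone). Tested with camera, the list had adjusted p = 0.0245, and adjusted p = 0.438 with an estimated correlation. AP-1, ATF, EGR and MAF factors had 55, 86 and 311 (55 and 89 adjusted over the list alone). Camera gave the list adjusted p = 0.0398, and adjusted p = 0.438 with an estimated correlation. Without BALB/cJ LPS replicate 2 the number was 16103, against 25749 with it.

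Of 89586 peaks tested in both strains, 8718 rose in both, against 1750.0 for independent lists, and 4596 fell in both, against 832 for independent lists, while 42 rose in C57BL/6J and fell in BALB/cJ and 1 did the reverse. Across peaks called in either strain, which are not independent replicates, the log2 responses had a Pearson correlation of 0.846 and the same sign in 96.3%. Across all 89586 peaks tested in both strains these values were 0.799 and 79.8%. Another 4735 peaks passed in C57BL/6J only and 11374 in BALB/cJ only, but 81 of these 16109 passed the test of the strain difference itself.

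**Figure D2:**
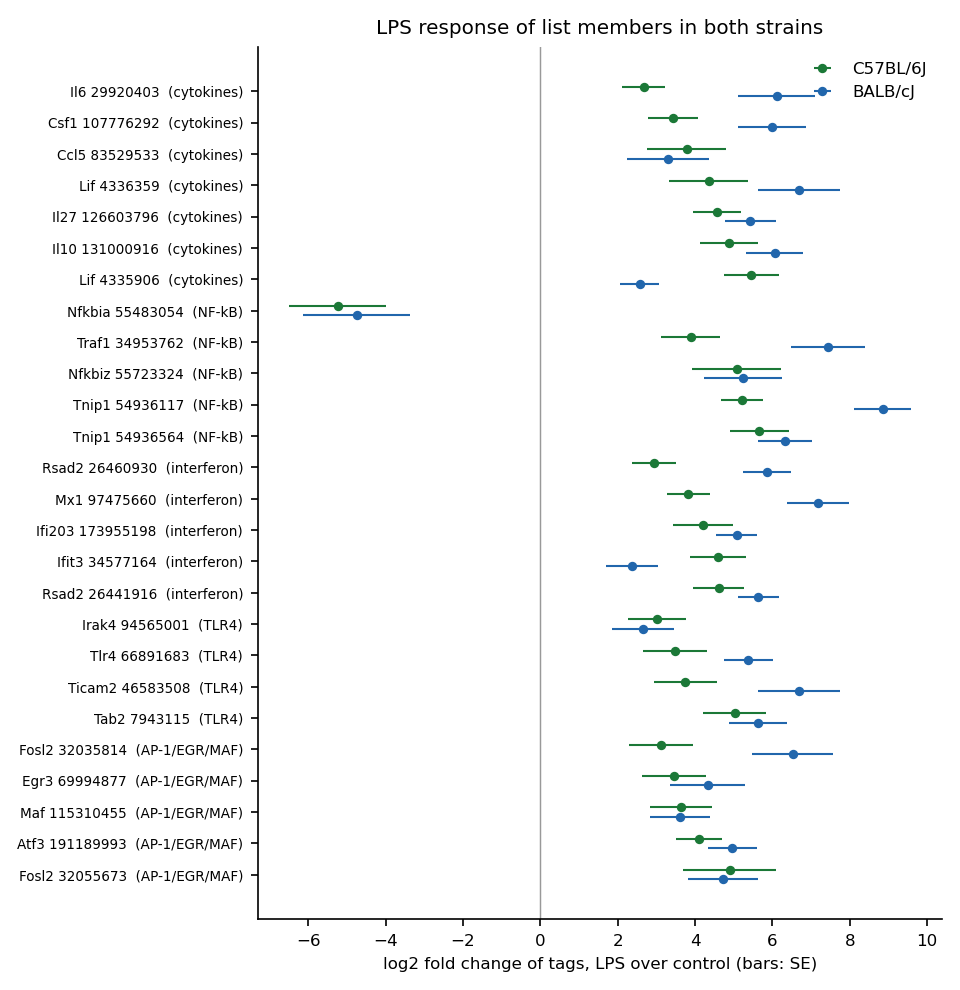
Points are log2 ratios of LPS to control for a few named peaks of each of 5 gene lists (AP-1, ATF, EGR and MAF factors, cytokines, interferon response, NF-kB and TLR4 signalling) called in either strain, in C57BL/6J (n = 3 LPS, 4 control) and BALB/cJ (n = 2 LPS, 4 control), with bars of 1 SE. The Tnip1 peak has the largest response in BALB/cJ, 8.85 against 5.21 in C57BL/6J, and none of the peaks shown passed the test of the strain difference.

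The strain difference in the LPS response was tested to find regions where genotype changes the response. It passed in 137 of 95050 peaks, 103 with a higher LPS to control ratio in C57BL/6J and 34 in BALB/cJ. Of the 137, 75 lay on chromosome 11, 3101961 to 3183527, near Sfi1 (31) and the pseudogene Pisd-ps1 (44), and 5 others lay near Pisd and the pseudogene Pisd-ps2 on chromosomes 5 and 17. Over the 91 tested peaks there the mean normalised count was 8.89 ± 1.02 in C57BL/6J control and 78.3 ± 21.1 in C57BL/6J LPS. It was 80.2 ± 10.8 in BALB/cJ control, 47.1 ± 0.495 in BALB/cJ LPS and 57.6 ± 5.12 in A/J control. C57BL/6J control thus stood apart from its own LPS group and from the other strains. Of the other 62, 28 had a higher ratio in C57BL/6J and 34 in BALB/cJ. A peak near Vsig8 (chr1, 172566303 to 172566503) went from 90.8 ± 50.5 to 106 ± 27.4 in C57BL/6J. In BALB/cJ it went from a mean of 1.40 to 49.5 ± 3.42, a difference of -6.24 ± 0.82 in the log2 response. A peak with Trib1, a pseudokinase gene, as nearest start (chr15, 59511647 to 59511847), went from 101 ± 17.2 to 137 ± 28.8 and from 2.45 ± 1.17 to 20.1 ± 9.77 (-3.07 ± 0.50).

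Hif3a, a hypoxia-inducible factor (chr7, 17058292 to 17058492, 2.41 ± 0.46), was called with all libraries and not without BALB/cJ LPS replicate 2. For interferon response genes, the list with the most calls, 1 peak had a higher ratio in C57BL/6J and 2 in BALB/cJ of 267 (1 and 2 adjusted over the list alone). The first is near Rsad2 (chr12, 26439360 to 26439560), which went from 24.4 ± 5.63 to 129 ± 66.9 in C57BL/6J and from 136 ± 50.5 to 140.0 ± 1.54 in BALB/cJ. Its call was lost without C57BL/6J LPS replicate 2 or either BALB/cJ LPS replicate. Another, near Ifi203 (chr1, 173961598 to 173961798, -2.45 ± 0.44), was lost without C57BL/6J LPS replicate 2. No list passed at the preset correlation (lowest adjusted p = 0.257). Without BALB/cJ LPS replicate 2, 78 peaks passed.

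**Figure D3:**
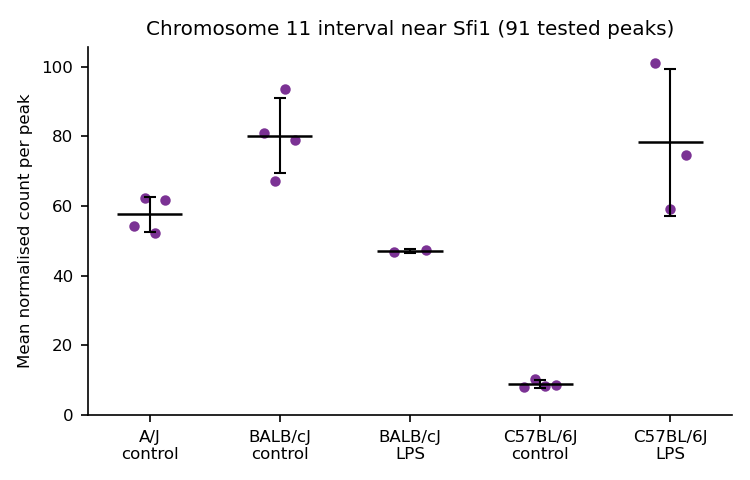
Mean normalised count per library (points) over the 91 tested peaks of the chromosome 11 interval, with the mean (line) and SD (bars) of each inbred group. C57BL/6J control averages 8.89 and every other group between 47.1 and 80.2.

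C57BL/6J and BALB/cJ were also compared under LPS, where 1452 of 59272 tested peaks were higher in C57BL/6J and 1681 in BALB/cJ. The Nlrp1b peak was at least 119-fold and the Cd74 peak at least 65.6-fold higher in C57BL/6J (59.2- and 32.6-fold without the deeper BALB/cJ library), and the Slc7a2 peak by 2.70 ± 0.36. Higher in BALB/cJ were peaks near Ifi203 (chr1, 173961598 to 173961798, -5.30 ± 0.34, 6.19 ± 3.12 against 252 ± 1.06) and Acod1, which makes itaconate (chr14, 103048833 to 103049033, -2.51 ± 0.42), the Ifi44 promoter (-3.33 ± 0.43) and the Ier2 peak (-2.91 ± 0.40). MHC class II genes had 8 C57BL/6J-higher, 2 BALB/cJ-higher and 48 uncalled peaks (11 and 2 adjusted over the list alone). The list test gave adjusted p = 0.00238, and adjusted p = 0.848 with an estimated correlation. Interferon response genes had 4, 14 and 164 (4 and 14 adjusted over the list alone; median 0.01, mean -0.16, camera direction lower). As a set they had adjusted p = 0.187, and adjusted p = 0.848 with an estimated correlation. Of the 3133 calls, 19 lay in the chromosome 11 interval, and without BALB/cJ LPS replicate 2 the number was 1424.

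In the hybrid, the C57BL/6J and BALB/cJ alleles were compared within each animal, where both are exposed to the same cell environment. Per the paper, the hybrid comes from C57BL/6J males and BALB/cJ females, so the C57BL/6J allele is the paternal one. Strain and parent of origin thus cannot be told apart, at the imprinted gene below or in any other allele ratio and class. In controls, Dusp1 was more open on the C57BL/6J allele (chr17, 26465133 to 26465333, log2 2.30 ± 0.14, 196 ± 20.3 against 39.6 ± 3.24, n = 4 animals). Oasl1, an interferon-induced gene, was more open on the BALB/cJ allele (chr5, 114926878 to 114927078, -1.70 ± 0.19, 41.9 ± 11.4 against 136 ± 15.0). The promoter of the imprinted retrogene Mcts2 was more open on the C57BL/6J allele (chr2, 152686863 to 152687063, 3.68 ± 0.29), and the transcription factor gene Batf3 had a peak higher on the BALB/cJ allele (chr1, 191119387 to 191119587, -1.50 ± 0.24). Under LPS, n = 5 animals, Ly96, the co-receptor of TLR4 (chr1, 16703021 to 16703221, 3.87 ± 0.30, 118 ± 25.0 against 8.08 ± 4.21), was higher on the C57BL/6J allele. Emilin2 was higher on the BALB/cJ allele (chr17, 71259806 to 71260006, -5.06 ± 0.19, 9.15 ± 2.42 against 299.5 ± 52.2). At interferon-induced genes the alleles went both ways, with a peak near Rsad2 higher on the C57BL/6J allele (chr12, 26439927 to 26440127, 4.36 ± 0.38) and the Ifi44 promoter on the BALB/cJ allele (-1.69 ± 0.19). The Mcts2 promoter kept its bias (3.55 ± 0.22). In controls 223 of 4483 tested peaks were higher on the C57BL/6J allele and 192 on the BALB/cJ allele, and under LPS 700 and 558 of 6727. The control count, 415, was 79, 244 and 263 without replicates 1, 2 and 4. With no minimum count edgeR called 0 of 42898 peaks (2506 at an unadjusted p under 0.05), so every control peak named here lost its call, whereas DESeq2 with the minimum called 527.

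LPS and control hybrids were compared on tags that span a variant, with both alleles added up. The Tnf promoter opened (chr17, 35202511 to 35202711, log2 2.72 ± 0.25, 174 ± 25.8 against 26.4 ± 1.54, n = 5 and 4). Peaks near Abcg1 (chr17, 31067131 to 31067331, 3.36 ± 0.37), Ch25h, which makes 25-hydroxycholesterol (chr19, 34420831 to 34421031, 2.97 ± 0.33), and the fractalkine receptor gene Cx3cr1 (chr9, 120049471 to 120049671, 2.71 ± 0.26) opened as well. The Cxcr4 promoter closed (chr1, 128592186 to 128592386, -2.85 ± 0.34), as in the inbred strains, and so did a peak of H2-Ab1 (chr17, 34263584 to 34263784, -2.55 ± 0.47). In all, 3759 of 27217 tested peaks rose and 2932 fell, relative to a median that moved by -0.121 with RLE size factors, with which 49.8% of calls were higher, against 56.2% here. All perfectly mapped tags, with or without a variant, gave 52096 calls, and the peaks named here were called the same way with them. Variant tags were absent under LPS in 4.68% of the 26189 peaks with at least 20 expected from the controls. Of 2861 falls on variant tags in matched peaks, 1149 were called with perfectly mapped tags as well, against 2691 of 3755 rises. Across peaks, 11234 of the 14804 matched C57BL/6J calls and 14338 of the 20514 matched BALB/cJ calls were called the same way in the hybrid with perfectly mapped tags, with correlations of 0.895 and 0.902. The response did not differ between alleles in any of 18218 peaks in edgeR (1414 at an unadjusted p under 0.05), while edgeR called 17 with a minimum of 32, 11 without the term for each animal and 7 with thinned counts, and DESeq2 called 70, 42 with a higher ratio on the C57BL/6J allele and 28 on the BALB/cJ allele.

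Strain and allele differences were set side by side to separate effects of local sequence, which stay with the allele in the hybrid (cis), from effects that both alleles share (trans). A peak called between strains and between alleles in the same direction is classed as cis, and a peak called between strains only as trans. In controls, cis peaks included one in Ndfip2, an adaptor of ubiquitin ligases (chr14, 105300679 to 105300879, strain -7.19 ± 0.39 and allele -4.43 ± 0.34). Others were near Ifnar1, a chain of the type I interferon receptor (chr16, 91475852 to 91476052, -4.75 ± 0.29 and -3.45 ± 0.57), and Zfp691 (chr4, 119177806 to 119178006, 5.35 ± 0.32 and 3.93 ± 0.32). The allele ratio was smaller than the strain ratio by the test for Ndfip2 and Zfp691 (adjusted p = 7.2e-06 and 0.0255 for the difference), so the class cis does not mean that the allele accounts for the whole strain ratio. The Btbd11 promoter was a trans peak (chr10, 85386624 to 85386824), with a strain ratio of 5.49 ± 0.32 and an allele ratio of 0.06 ± 0.22. The test of the difference between strain and allele ratio gave adjusted p = 4.23e-41. That test sets the difference against both SEs and a normal distribution. It does not allow for the few animals behind an SE, so its p-values are too small. Counts and classes from it share this limit. Peaks near Mtus1 (chr8, 41073883 to 41074083, 4.10 ± 0.44 and 0.57 ± 0.25) and Ccnh (chr13, 85223236 to 85223436, -5.72 ± 0.51 and -0.77 ± 0.28) had ratios of the same kind. A peak in Tbc1d31 classed as trans had ratios that did not differ by the test (chr15, 57912894 to 57913094, 2.09 ± 0.22 and 1.98 ± 0.64, adjusted p = 0.961 for the difference). Under LPS, the Ifi203 peak was cis (chr1, 173961598 to 173961798, -5.30 ± 0.34 and -2.84 ± 0.13), although its allele ratio was the smaller by the test (adjusted p = 4.31e-09) and 62.2% of its 30-mers are repeated. A peak near Tmem229b was trans (chr12, 79017381 to 79017581, -2.29 ± 0.30 and 0.05 ± 0.30). A peak in Mef2c, a transcription factor gene, was classed as trans with the allele ratio just under the fold threshold (chr13, 83601867 to 83602067, 3.52 ± 0.50 and 0.98 ± 0.16).

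Of 3724 control peaks tested both ways, 279 were cis, 344 trans, 83 differed between alleles only and 0 were opposite in edgeR, so cis made up 44.8% of cis and trans (Wilson 95% interval 40.9 to 48.7%). Under LPS 559 were cis, 288 trans, 329 allele only and 1 opposite of 5317, and cis made up 66.0% (62.7 to 69.1%). The odds ratio between control and LPS was 0.418 (Fisher's exact test, two-sided, p = 6.27e-16), and 0.559 in peaks tested under both treatments, 46.6% and 60.9% (p = 1.5e-05). Both tests take peaks of the same animals as independent. With at least 64 allele tags the shares were 55.0% (42.5 to 66.9%) and 56.8%, which lies inside that interval. With DESeq2 they were 55.8% (51.8 to 59.7%) and 66.0% (62.8 to 69.1%), with intervals apart. The intervals were also apart with classes by the test of the difference, no fold threshold, an allelic call by direction, overlapping windows left out and thinned inbred counts. The size of the difference thus depends on the setting. The power of the tests differs by treatment as well. On simulated counts the strain test called 30.9% of 2-fold changes in control and 12.6% under LPS. The allele test called 41.4% and 34.8%. The cis share can thus differ without a difference in regulation, and these tests cannot tell the sources apart. Cis outnumbered trans in control with DESeq2, 333 to 264, and with classes by the test of the difference, 247 to 161 (60.5%), the reverse of the order in edgeR. Allele ratios had the sign of the strain ratio in 91.3% of the control trans peaks and 89.2% of those under LPS. Over all peaks tested both ways the shares were 67.3% and 69.5%. The control share was 10.6, 26.6, 31.7 and 30.8% without hybrid control replicates 1 to 4. It was 75.1% when an allelic call needed only the direction and an unadjusted p under 0.05.

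**Figure D4:**
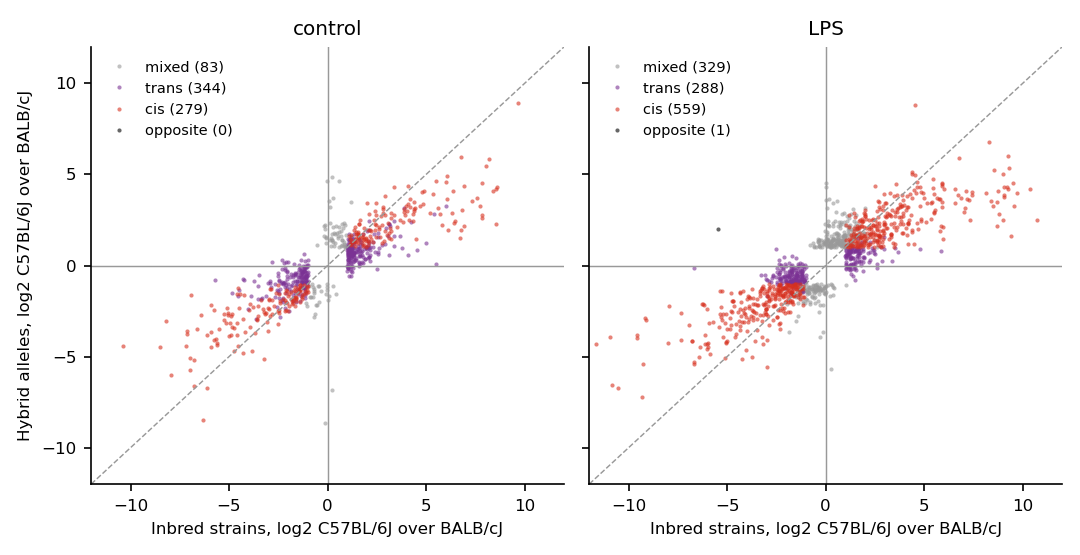
Each point is a peak, with the fitted log2 ratio of C57BL/6J to BALB/cJ between strains (x axis) and between alleles of the hybrid (y axis), coloured by class, and where a group has no tags the fitted value is no estimate of the fold. Control has 279 cis and 344 trans peaks, and LPS 559 and 288.

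Peaks whose response differed between strains were then looked up in the hybrid. Of the 26 with an allele difference tested, 20 had the same sign in the hybrid (76.9%, Wilson 95% interval 57.9 to 89.0%). The share was 61.8% of 1218 peaks with a strain difference at an unadjusted p under 0.05 (r = 0.289) and 54.4% of all 11451 tested both ways (r = 0.166). Pearson r was 0.551 across the 26 peaks, which are not independent replicates, and 8 of the 26 were cis and 3 trans under LPS by the classes above. Variants in the counting window, as seen by hybrid tags, were more frequent in peaks that differed between strains. At least 1 allele-specific tag was found in 50.5% of 3208 matched peaks with over 2-fold change (48.8 to 52.3%), against 17.8% of 41618 other peaks. It was found in 67.3% of 1117 with over 4-fold (64.5 to 70.0%) and in 72.9% of 580 with over 8-fold (69.2 to 76.4%). The odds ratio at over 4-fold was 9.53 (Fisher's exact test, two-sided, p = 2.16e-280).

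Consensus sites of 9 transcription factor families were counted in the 200 bp of each called and uncalled peak to see which families of sites differ in frequency. Of peaks that rose under LPS, 38.8% in C57BL/6J and 36.3% in BALB/cJ held an AP-1 site, against 8.05% and 7.07% of uncalled peaks, and C/EBP sites were in 14.5% and 13.3% against 10.1% and 10.2%. NF-kB sites did not differ in the peaks that rose (10.2% against 9.94% in C57BL/6J, adjusted p = 0.603, and 10.2% against 9.82% in BALB/cJ, adjusted p = 0.253). They were slightly more frequent in those that fell (12.1% and 11.2%). PU.1 sites were less frequent in peaks that rose, 9.11% against 14.2% and 9.62% against 14.4%, as were CTCF sites, 1.09% against 3.28% and 1.41% against 3.36%. Between control strains, peaks higher in A/J than in BALB/cJ held more IRF sites (10.3% against 4.35%, odds ratio 2.53), while those higher in BALB/cJ held more AP-1 (18.9% against 8.66%), C/EBP (19.1% against 10.0%) and MAF sites (5.22% against 2.88%). MAF sites were also more frequent in control trans peaks higher in BALB/cJ, 7.23% against 2.32% (odds ratio 3.28, adjusted p = 0.0026). Of 144 tests (Fisher's exact, two-sided, Benjamini-Hochberg adjusted), 64 passed at 200 bp, 69 at 400 bp and 60 at both in the same direction.

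**Figure D5:**
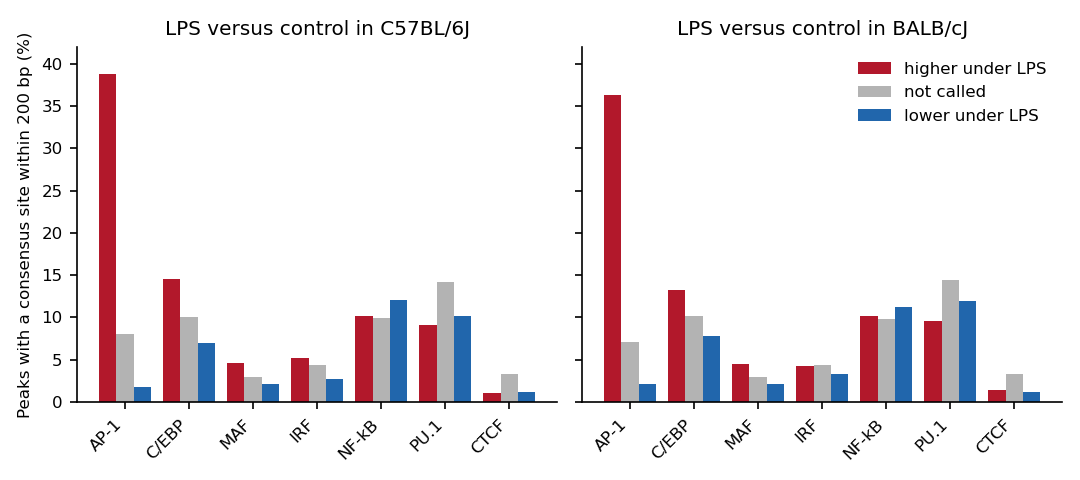
Bars give the percent of peaks with a consensus site within 200 bp, for peaks that rose, fell or were not called under LPS in C57BL/6J and in BALB/cJ. AP-1 sites stand out in the peaks that rose under LPS, at 38.8% in C57BL/6J and 36.3% in BALB/cJ.

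The authors' reproducible peak lists held 58786 peaks for A/J control, 81161 for BALB/cJ control, 63145 for C57BL/6J control, 65093 for C57BL/6J LPS and 58929 for BALB/cJ LPS. Of the C57BL/6J control list, 92.3% overlapped the BALB/cJ control list, which in turn overlapped the first by 72.3%. The longer list belongs to the group with the library of 178.3 M tags.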

Values the study reported

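The study reported about 1,000 to more than 7,000 differential ATAC-seq peaks in pairwise comparisons of strains. Between the parents of the hybrid it reported 442 cis and 1,184 trans peaks, at an absolute log2 fold change over 1 and an adjusted p under 0.05 with DESeq2. For LPS, it reported 6,887 responsive peaks in the 2 parental strains, of which 4,276 responded in both strains and 2,611 in 1 strain. Variants in the 200 bp of a peak were found in 15–18% of peaks with similar signal between strains. They were found in 46–56% of peaks that differed over 2-fold and in 57–64% at 4-fold.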

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

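Of the tests below, those of repeats in the counting windows, of library date, of trans-acting differences as the whole cause, of smaller allele ratios and all 3 tests of missing variant tags were chosen after the results had been seen.

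The LPS response differed between C57BL/6J and BALB/cJ by the test of the difference itself at 137 peaks, of which 75 lay on chromosome 11 at Sfi1 and the pseudogene Pisd-ps1, where C57BL/6J control averaged 8.89 normalised counts and the other inbred groups 47.1 to 80.2. Tags from repeated sequence, counted differently in the C57BL/6J control libraries, may be the source of part of the set and cannot be told apart from other sources there. The median share of repeated 30-mers in the 200 bp of the called peaks, 1.74% (bootstrap 95% interval 0 to 4.65%), is under the bound of 10% set in advance. That bound was too narrow, because tags were counted in 1000-bp windows. There the median share of 30-mers found elsewhere with at most 1 base changed was 22.3% (16.2 to 33.8%) in called peaks, against 2.11% (1.13 to 3.4%) in 300 drawn peaks that were not called, and exact repeats were 13.8% and 0.463%. It was 36.4% (21.8 to 44.6%) in the interval, 25.5% (4.63 to 46.1%) in the 28 other peaks with a higher ratio in C57BL/6J and 8.03% (1.24 to 17.5%) in the 34 with a higher ratio in BALB/cJ. All are under the 50% set for repeats as the cause, and none is under 10% by more than its spread, so no part is settled. Such 30-mers were found in 90.5% of called windows, against 68.7% of the windows of the drawn peaks that were not called. The 24 called peaks of the interval with no repeated 30-mer in their 200 bp averaged 2.11 normalised counts in C57BL/6J control and 141 under LPS. The 5 called peaks near Pisd and Pisd-ps2, which share a name with the pseudogene of the interval, had a higher LPS to control ratio in C57BL/6J as well. Library date and strain coincide in the inbred LPS libraries and cannot be told apart there, while in hybrid LPS animals, which carry both dates, the date contrast had a correlation of 0.16 with the strain difference across 49 of its called peaks that were matched, and of 0.0719 and 0.0526 with the strain ratio under LPS across 2549 called and all 50251 matched peaks. The date itself gave 0 of 142937 differential peaks in these animals (6896 at an unadjusted p under 0.05), but 2 animals against 3 leave smaller differences open. The dates of these animals were read from peak lists labelled LPS, which were taken as theirs although the sample descriptions name control lists. A cis-acting sequence difference may contribute, since the allele difference in the hybrid had the same sign in 75% of 24 called peaks outside repeated sequence (Wilson 95% interval 55.1 to 88.0%), which lies on the bound set for it. Another treatment of the C57BL/6J reads before counting stays open as well. Among the inbred libraries the C57BL/6J controls alone have 0 mitochondrial tags and no shift between genomes. The C57BL/6J LPS libraries name a shift, which the paper's methods describe for BALB/cJ and A/J reads only. Either group may thus be the one treated differently.

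Strain and allele ratios differed by a test of the difference at 292 control peaks and 403 LPS peaks. These counts may be too high, because the test does not allow for the few animals. Between strains and not between alleles, 344 control and 288 LPS peaks were called. A trans-acting difference as the whole cause of the peaks called between strains only is argued against, since it needs equal alleles and a slope near 0. The allele ratios followed the strain ratios with a slope of 0.445 in control (bootstrap 95% interval 0.404 to 0.486) and 0.278 under LPS (0.240 to 0.316). The sign was the same in 91.3 and 89.2% of these peaks, against 67.3 and 69.5% of all peaks tested both ways. The bound for this slope was lowered from 0.3 to 0.1 after the values had been seen, since equal alleles forbid any slope above it. With inbred counts thinned to the allele depth, 86.9% (82.9 to 90.1%) of these control calls and 79.2% (74.1 to 83.5%) of the LPS calls were kept, but the bound of 80% that would have excluded too few allele tags was set aside after its value was seen, because thinned counts keep the chance values of the same libraries, and the strain ratios, which exceed the allele ratios. Simulated cis peaks were classed as trans in 23 of 44 in control and 15 of 34 under LPS at 2-fold, in 9 of 80 and 3 of 60 at 3-fold and in 1 of 84 and 0 of 71 at 4-fold, while the median log2 ratios of the real trans peaks were 1.45 and 1.60 between strains and 0.836 and 0.627 between alleles. Allele ratios were smaller than strain ratios in cis peaks as well (slopes of 0.648 and 0.6), and the median allele ratio of the trans peaks was 0.890 (0.764 to 0.994) times the value from that slope in control and 0.654 (0.566 to 0.725) times under LPS. Missed cis effects and trans-acting differences may therefore both be in this class, and which share each has cannot be told apart from these counts.

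In the hybrid, 1226 of 26189 peaks with at least 20 variant-spanning tags expected from control had 0 under LPS (4.68%), against 48 of 20553 in the reverse direction (0.234%). Perfectly mapped tags of the same animals had a median LPS to control ratio of 1.21 in these peaks (quartiles 0.802 and 2.22). In the other sets picked by the same rule, including sets within a treatment, this median was 1.92 to 5.9. Such a ratio may thus come from how the peaks were picked, so it cannot decide on loss of accessibility. Counting chance is argued against, since the share was 9.94 times the largest share between animals of the same treatment (0.471%, between control animals), and so is a loss of tags from 1 allele, which occurred in 1.22% as many peaks. A difference in how variant tags were extracted in control and LPS libraries is a candidate source that was not tested. No biological explanation beyond loss of accessibility and loss from 1 allele was tested. The hybrid LPS response on variant tags had a correlation of 0.711 with that on perfectly mapped tags across peaks. Within the peaks called as rises on variant tags it was 0.64, and within the falls -0.0565. Of 3755 rises 2691 were called with both, but of 2861 falls 1149.

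Other splits of the same libraries were tested for each comparison of groups of 3 or more, fitted on those groups alone. The real split was the only 1 of 35 to reach its count for C57BL/6J against BALB/cJ control (4557 peaks, highest other 0), A/J against BALB/cJ control (2080, highest other 133), A/J against C57BL/6J control (3114, highest other 3) and LPS in C57BL/6J (19007, highest other 0), and the only 1 of 50 for LPS in the hybrid (6702, highest other 1559), so chance can be excluded for these counts. For the alleles the 8 exchanges in control (real 415, highest other 0) and 16 under LPS (real 1258, highest other 0) are too few for a share under 0.05. For the allele difference in the response, 25 of 25 splits gave the real count of 0.

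The remaining results are values without a weighing. BALB/cJ control replicate 4 stood apart from its group with 178.3 M total tags, 47.2 M tags in nuclear peaks and 646824 peaks called by the authors, and C57BL/6J control replicate 1 with 7.54 M tags in nuclear peaks. Among groups of libraries at the named peaks, 72 of 849 (8.48%) had a library apart from the others, where chance gives about 1 in 20. The odds ratio of cis against trans between control and LPS was 0.418, with shares of 44.8 and 66.0%, and the power of the strain test differed as well. With at least 64 allele tags the shares were 55.0 and 56.8%, with intervals that overlap. With DESeq2 they were 55.8 and 66.0%, with intervals apart, as in the other settings named with the classes above. Columns not used in any comparison held signal as well. The control columns of all hybrid tags had a Spearman correlation of at most 0.0177 across peaks with perfectly mapped tags of the same animal, in deviations from the group mean, against 0.991 to 0.993 in LPS animals, so which animal or content they hold is unclear. On chromosome X, 6.33 to 9.11% of variant tags were assigned to C57BL/6J in these hybrid animals. The paper used males and gives BALB/cJ as the mother of the hybrid. Their chromosome X thus comes from BALB/cJ, and such tags may be wrongly assigned. Whether wrong assignment also makes autosomal allele ratios smaller was not tested. Mitochondrial tags reached 28.7% in 1 inbred library.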

How the results depend on the processing

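The settings that use 1 library date of the hybrid, all perfectly mapped tags, peaks tested under both treatments, mitochondrial and scaffold peaks, or leave out repeated peaks or peaks with unequal variant tags were chosen after seeing the data, and the tests of the others were planned. For the 18 summary results, 98 of the values under other settings stayed within 1.5 times the count or within the interval and 56 moved. For 800 named peaks and their comparisons, 13072 values kept direction and side of the threshold, 754 fell short of the threshold, 34 passed it newly, 114 moved and 8 reversed. Where no construction is named below, the cause was not tested.

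A minimum of 32, which tests fewer peaks, gave 1662 calls in C57BL/6J against BALB/cJ control, 1156 in A/J against BALB/cJ, 1711 in A/J against C57BL/6J, 6262 for LPS in C57BL/6J, 9229 for LPS in BALB/cJ, 67 for the strain difference in the response, 1440 for C57BL/6J against BALB/cJ under LPS, 199 and 504 for the alleles in control and LPS, 2131 for LPS in the hybrid and 17 for the allele difference in the response. No minimum gave 7702, 3944 and 6445 for the control strains in that order, 5298 for the strains under LPS and 0 for the control alleles. Leaving out peaks with overlapping windows, again fewer peaks, gave 2330, 1549 and 2253 for the control strains, 9971 and 13851 for LPS in C57BL/6J and BALB/cJ, 32 for the strain difference, 1898 for the strains under LPS and a cis share of 70.5% under LPS. Thinning all columns to the smallest, which lowers depth, gave 1593, 1122 and 1713 for the control strains, 1394 for the strains under LPS and 7 for the allele difference. A test against an absolute log2 ratio of 0.5 (glmTreat) gave 2495, 1458 and 2448 for the control strains and 2006 for the strains under LPS, which had 2057 with only the groups compared in the fit.

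For LPS in the hybrid, LPS animals of the first date gave 3799 calls and those of the second 4414. All perfectly mapped tags gave 52096, but they hold many more tags and also cover peaks without a variant. Depth and the set of peaks thus changed at once. The alleles under LPS had 751 calls with the second date alone. The allele difference in the response had 70 calls with DESeq2 and 11 without the term for each animal. The cis share in control and LPS was 60.5 and 75.7% with classes by the test of the difference, 55.0 and 56.8% with at least 64 allele tags, 35.1 and 73.2% with no fold threshold and 75.1 and 84.8% with an allelic call by direction and unadjusted p. It was 55.8% in control with DESeq2 and 60.9% under LPS in peaks tested under both treatments. The same-sign share of strain-specific responses was 100% with at least 64 tags, over 3 peaks. The share of peaks with a variant was 67.3% at over 4-fold and 72.9% at over 8-fold, 2 of the 20 list calls held with an estimated correlation, and the overlap of control peak lists was 87.3% when at least 50% of each peak had to overlap and 90.2% for the better-scoring 50% of each list. Under LPS in the hybrid, all perfectly mapped tags reversed peaks of Fh1 (log2 0.60), Suco (0.15), Dusp1 (0.34), Cxcl10 (0.18), S100a8 (0.15), Oasl1 (1.14), Stat2 (0.61) and Jund (0.024), which fell on variant tags.

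Leaving out each library in turn gave 2654 to 4591 calls for C57BL/6J against BALB/cJ control, 1771 to 2788 for A/J against BALB/cJ, 3124 to 3532 for A/J against C57BL/6J, 11575 (without C57BL/6J LPS replicate 3) to 22963 for LPS in C57BL/6J, 16103 (without BALB/cJ LPS replicate 2) to 25613 for LPS in BALB/cJ, 78 (without BALB/cJ LPS replicate 2) to 188 for the strain difference and 1424 (without BALB/cJ LPS replicate 2) to 3036 for the strains under LPS. The lone BALB/cJ LPS library left in these fits is assumed to vary like the other groups. The range was 79 (without replicate 1, with 244 and 263 without replicates 2 and 4) to 278 for the control alleles, 1107 to 1349 for the LPS alleles, 5494 to 6738 for LPS in the hybrid and 0 to 0 for the allele difference. The cis share was 10.6 to 47.4% in control (10.6, 26.6, 31.7 and 30.8% without hybrid control replicates 1 to 4) and 60.6 to 76.5% under LPS (72.3 and 76.5% without BALB/cJ LPS replicates 1 and 2, 61.8 and 60.6% without hybrid LPS replicates 1 and 2).

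Libraries that share a replicate number correlated at a mean of 0.0875 in their deviations from the group means (-0.0974 to 0.375 over 29 pairs), against -0.0298 for other numbers, and a library correlated best with its own number in 14 of 29, and between the control groups alone all 12 such pairs were positive (mean 0.181, 0.0538 to 0.375, against -0.0604 for other numbers, with the own number best in 7 of 12). In no comparison of inbred groups was every pair over 0.1, so the samples were taken to share a number only. Pairs of the hybrid groups were not examined. The replicate number as a block gave 4116, 2712 and 4127 calls for the control strains, 18620 and 26086 for LPS in C57BL/6J and BALB/cJ, 201 for the strain difference, 4531 for the strains under LPS and 5934 for LPS in the hybrid. The allele tests rest on 262902.5 to 573430.5 tags per allele. LPS libraries carry other library dates than control libraries in every group, and BALB/cJ has 2 LPS libraries.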

Other observations

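The hypotheses and tests of this re-analysis stand with the patterns above, and the values here are given without explanation. Several inflammatory loci beyond those in the comparisons opened in both strains. A peak near Mx1, an antiviral GTPase gene (chr16, 97475660 to 97475860), rose by 3.83 ± 0.56 in C57BL/6J (n = 3 and 4) and 7.17 ± 0.80 in BALB/cJ (n = 2 and 4). A peak near Il10, an anti-inflammatory cytokine gene (chr1, 131000916 to 131001116), rose by 4.88 ± 0.75 and 6.06 ± 0.73, and a peak nearest to the cytokine gene Il6 (chr5, 29920403 to 29920603) by 2.67 ± 0.56 and 6.11 ± 0.99. A peak of Adgre1, which encodes the macrophage marker F4/80 (chr17, 57375389 to 57375589), rose by 3.36 ± 0.60 and 5.34 ± 0.66. None of these passed the test of the strain difference.

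Under LPS, the scavenger receptor gene Marco (chr1, 120467410 to 120467610, log2 3.88 ± 0.65) and the cytokine gene Il12b (chr11, 44425785 to 44425985, 3.34 ± 0.62) each had a peak higher in C57BL/6J. A peak of the angiopoietin receptor gene Tek (chr4, 94768705 to 94768905, -2.58 ± 0.45) was higher in BALB/cJ, and on the BALB/cJ allele of the hybrid under LPS (-1.83 ± 0.17). The AP-1 factor gene Fosl2 was more open on the C57BL/6J allele under LPS (1.55 ± 0.20), and between inbred controls a peak of it was lower in A/J than in C57BL/6J (chr5, 32112618 to 32112818, -2.61 ± 0.33).

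Of the 8 nuclear peaks with mitochondrial sequence, the 3 with 71.9 to 87.1% of such 30-mers had means that differed widely between groups, and 2 of these are given here. The other 5 (7.6 to 38%) had means of 0.145 to 23.1 normalised counts. A peak near Col19a1 (chr1, 24612971 to 24613171), of whose 30-mers 82.5% occur in the mitochondrial genome, had means of 16390.0 normalised counts in BALB/cJ control, 18450.0 in A/J control, 14300.0 in BALB/cJ LPS, 6.69 in C57BL/6J control and 2.58 in C57BL/6J LPS. A peak near Gad2 (chr2, 22589662 to 22589862, 71.9%) had 669.9 in C57BL/6J control, 551.2 in BALB/cJ control and 580.5 in A/J control, and 0.283 and 1.32 in C57BL/6J and BALB/cJ LPS. Such peaks were not named in the comparisons.

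The number of cis peaks in controls was 279 and of trans peaks 344. Both are lower than the values quoted from the study above. With the same minimum and thresholds, 29466 peaks were called for LPS in at least 1 of the strains. That is higher than the value quoted from the study above. Of these, 8718 rose and 4596 fell in both strains. Their sum is higher than the value quoted from the study above as well.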
